# MicroRNA expression profiles from eggs of different qualities associated with post-ovulatory ageing in rainbow trout (*Oncorhynchus mykiss*)

**DOI:** 10.1186/s12864-015-1400-0

**Published:** 2015-03-17

**Authors:** Hao Ma, Gregory M Weber, Mark A Hostuttler, Hairong Wei, Lei Wang, Jianbo Yao

**Keywords:** microRNA, Egg quality, Post ovulation, Rainbow trout

## Abstract

**Background:**

Egg quality is an important aspect in rainbow trout farming. Post-ovulatory aging is one of the most important factors affecting egg quality. MicroRNAs (miRNAs) are the major regulators in various biological processes and their expression profiles could serve as reliable biomarkers for various pathological and physiological conditions. The objective of this study was to identify miRNAs that are associated with egg qualities in rainbow trout using post-ovulatory aged eggs.

**Results:**

Egg samples from females on day 1, day 7, and day 14 post-ovulation (D1PO, D7PO and D14PO), which had the fertilization rates of 91.8%, 73.4% and less than 50%, respectively, were collected and small RNAs isolated from these samples were subjected to deep sequencing using the Illumina platform. The massive sequencing produced 27,342,477, 26,910,438 and 29,185,371 reads from the libraries of D1PO, D7PO and D14PO eggs, respectively. A three-way comparison of the miRNAs indicated that the egg samples shared 392 known and 236 novel miRNAs, and a total of 414, 481, and 470 known and 243, 298, and 296 novel miRNAs were identified from D1PO, D7PO and D14PO eggs, respectively. Four known miRNAs (omy-miR-193b-3p, omy-miR-203c-3p, omy-miR-499-5p and omy-miR-7550-3p) and two novel miRNAs (omy-miR-nov-95-5p and omy-miR-nov-112-5p) showed significantly higher expression in D1PO eggs relative to D14PO eggs as revealed by both deep sequencing and real time quantitative PCR analysis. GO analysis of the predicted target genes of these differentially expressed miRNAs revealed significantly enriched GO terms that are related to stress response, cell death, DNA damage, ATP generation, signal transduction and transcription regulation.

**Conclusions:**

Results indicate that post-ovulatory ageing affects miRNA expression profiles in rainbow trout eggs, which can in turn impact egg quality. Further characterization of the differentially expressed miRNAs and their target genes may provide valuable information on the role of these miRNAs in controlling egg quality, and ultimately lead to the development of biomarkers for prediction of egg quality in rainbow trout.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1400-0) contains supplementary material, which is available to authorized users.

## Background

Fish egg quality is defined as the capability of an egg to become fertilized and subsequently develop into a normal embryo or the probability of eggs to exhibit low mortalities at fertilization, eyeing, hatching, and first feeding [1]. The production of high quality eggs is a major objective of the aquaculture industry, as egg quality not only affects fertilization rate, but also is an important attribute of robust embryonic development [2,3]. However, visible differences between good and bad eggs at oviposition is not usually conspicuous in rainbow trout, and therefore, the inclusion of eggs from individual females with poor egg quality into mass incubation units not only results in unexpected losses in egg production, but also problems associated with the removal of dead eggs and embryos after fertilization and fungi infection in the hatchery [4]. Therefore, enabling evaluation of the egg quality before fertilization is highly desirable in aquaculture production.

In teleost fish, a mature egg is developed through multiple phases, including primary oocyte growth, secondary growth including the cortical alveolus stage and vitellogenesis, follicle maturation and ovulation [5,6]. The coordinated multiple developmental stages can be affected by many genetic, biological, and environmental factors [3]. It has been reported that the quality of rainbow trout eggs is dependent not only on the genetic characteristics of parents [5], but also the age of female [7], and are susceptible to environmental influences, such as the diet of brood fish [8-12], stress [13-15], photoperiod [16], and the physiochemical conditions of the water [17]. All of these factors make egg quality highly variable and difficult to control [18,19]. As the ovulated eggs in reared rainbow trout do not usually oviposit naturally, post-ovulatory aging of the eggs is widely accepted as a common determinant for egg quality [20-22].

The importance to distinguish good and bad quality eggs before fertilization has driven studies on the identification of markers associated with egg quality in rainbow trout. Wojtczak and coworkers found that very poor quality eggs turn water turbid [23]. Egg survival rate has also been associated with aspects of egg composition [20]. The total amount of water imbibed after 30 minute incubation has been recognized as an indicator of egg quality [24]. In addition, molecular markers that are potential indicators of egg quality have also been reported. Such markers include the maternally-derived IGF-I and IGF-II [25], and LVII fragments as well as other proteins identified from the coelomic fluid [26]. Many specific genes that are potentially involved in the regulation of oocyte maturation, egg developmental potential, and embryo survival were identified by microarray and quantitative real time PCR (RT-qPCR) analyses [3,27,28]. Although the above studies have attempted to address the critical factors responsible for the observed variability of egg quality, the molecular mechanisms underpinning the regulation of egg quality in rainbow trout remain largely elusive.

Recent advances in epigenetic research have demonstrated that the evolutionarily conserved microRNAs (miRNAs) play important roles in differentiation and maturation of various cell types [29,30]. In zebrafish, mutant embryos lacking mature miRNAs had severe deformity during embryogenesis [31-34]. In mouse, although the miRNA functions are suppressed during oocyte maturation, the maternal miRNAs are critical to normal embryonic development [35-38]. In addition, many miRNAs have been shown to play roles in programmed cell death [38-42]. A comprehensive review of miRNAs in teleost fish development, reproduction and response to environmental stimuli was published recently [43]. In order to identify the miRNAs that might play important roles in oocyte and embryonic development in rainbow trout, the expression of miRNAs in rainbow trout eggs and early embryos have been studied and some novel egg-predominant miRNAs were identified [44,45]. In this study, post-ovulatory aged rainbow trout eggs with different qualities were collected and used to generate miRNA transcriptome profiles for identifying specific miRNAs associated with egg quality, which could potentially be used as biomarkers for evaluating egg quality. The study also provides new information and insights for future studies to elucidate the gene regulatory networks involved in the control of egg quality.

## Results

### Identification of known and novel miRNAs in eggs of different qualities

Small RNA libraries constructed from eggs of different ages post-ovulation were subjected to deep sequencing using the Illumina platform. 

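Eggs taken 1 day (D1PO), 7 days (D7PO) and 14 days (D14PO) after ovulation were compared, and the paper gives their fertilization rates as 91.8%, 73.4% and below 50%. The sample labels give the same percentages as survival rates. Each age was sequenced as 1 library made from RNA pooled over females, so there was no replicate library and no difference between ages has an error between samples. By the paper's Table 1, the libraries held 27342477, 26910438 and 29185371 reads, of which 23554621, 26144764 and 28408709 were mappable and 2945228, 2261910 and 1464754 matched miRBase. The share of mappable reads that matched miRBase was 12.5% in D1PO, 8.65% in D7PO and 5.16% in D14PO, computed from these totals. The authors removed low-copy sequences, adapters and matches to mRNA, other RNA families and repeats, compared the rest with miRBase, and predicted further miRNAs, named nov, from hairpins at the genome positions of sequences without a match. The deposited tables give 1 number of reads for each unique sequence, 7684127 reads in known and 333447 in predicted miRNAs. The column names no library and was taken as the sum over the 3 libraries, although the reads of known miRNAs are 1.15 times the 6671892 that Table 1 gives for miRBase. Reads of a miRNA are the sum over its sequences, with exact Poisson or Clopper-Pearson intervals at 95% that cover counting error only. Values of single libraries come from the paper's Table S3, which lists quantile-normalized reads in D1PO and D14PO, and are given as the paper's.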

The massive sequencing produced 27,342,477, 26,910,438 and 29,185,371 reads from the libraries constructed from D1PO, D7PO and D14PO eggs, respectively (Table 1). After removing the impurity sequences, known mRNAs, non-coding RNA families without miRNA, and repetitive DNA sequences, the remaining 23,554,621, 26,144,764 and 28,408,709 sequences from these three samples were used for identification of known miRNAs and prediction of new miRNAs.

**Table 1:** **Number of sequences generated from small RNA libraries of eggs with different qualities**

**Items**	**D1PO**	**D7PO**	**D14PO**
Total reads	27,342,477	26,910,438	29,185,371
Mappable reads	23,554,621	26,144,764	28,408,709
Reads mapped to miRbase	2,945,228	2,261,910	1,464,754
Reads for novel miRNA prediction	13,421,585	14,105,022	15,709,247

A total of 2,945,228, 2,261,910 and 1,464,754 sequences from D1PO, D7PO and D14PO eggs, respectively, were mapped to miRbase database (Release 21). Based on the criteria described in “Methods” section for known miRNAs, a total of 496 known miRNAs were identified from the three samples (Additional file 1: Table S1). 

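The most abundant known miRNA of the eggs was omy-miR-143-3p, of a family known from smooth muscle, with 2165874 reads or 28.2% of all reads of known miRNAs. It was followed by omy-miR-148-3p with 646671 reads, omy-miR-202-5p, of a gonad miRNA family, with 309092, omy-let-7a-5p with 274579 and omy-let-7f-5p with 222418. These 5 miRNAs held 47.1% of the reads. The muscle miRNAs omy-miR-1-3p and omy-miR-133a-3p had 150247 and 126300 reads, and omy-miR-451-5p, known from red blood cells, had 170238. The let-7 list of 27 names held 10.9% of all reads, the miR-430 list of 10 names, a family of the early embryo, 0.354%, and the liver list of 2 names 0.061%.
omy-miR-143-3p was read mainly as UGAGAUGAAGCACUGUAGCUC, with 55.0% of its reads (95% interval 54.9 to 55.0), and as the same sequence with 1 more base, UGAGAUGAAGCACUGUAGCUCU, with 45.0%. Its hairpin lies on chrUn_14, plus strand, from 7433849 to 7433921 of the trout genome used by the authors, whose build is not given in the sources used here. omy-let-7a-5p was spread over 16 sequences, and close let-7 members can share reads. The table lists 1059 unique sequences under 496 study numbers and 575 names, with a median of 136 reads and none below 10. Of these sequences, 230 have no position in the trout genome and were placed by miRBase alone, and their median length was 18 nt.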

Predication of novel miRNAs was carried out according to the criteria that the extended sequences of the miRNAs at the aligned rainbow trout genomic locations have the propensity of forming hairpin structures, and the sequences do not meet the criteria of known miRNAs. 

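The most abundant predicted miRNAs were omy-miR-nov-77-3p with 53341 reads, omy-miR-nov-263-5p with 44829, omy-miR-nov-85-3p with 18497, omy-miR-nov-56-5p with 16326 and omy-miR-nov-105-5p with 14294. Together they held 44.2% of the reads of predicted miRNAs, and predicted miRNAs held 4.16% of the reads in both tables. omy-miR-nov-77-3p, mainly GAAUGAUUAGAGGUCUUGGGGC, lies in a hairpin on chrUn, plus strand, from 155802221 to 155802362, and omy-miR-nov-263-5p is the 18-nt sequence UAGGUAUCUGUGAAGAAA on chrUn, minus strand, from 549596465 to 549596571. The table lists 359 unique sequences under 306 study numbers, with a median of 175 reads and none below 20, all with a genome position. They were not matched here to other annotated RNAs, so whether some are fragments of such RNAs is not known from these values. Sequences of 20 to 24 nt, the usual size of a miRNA, made up 48.2% of the predicted and 75.9% of the known sequences.

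**Figure D1:**
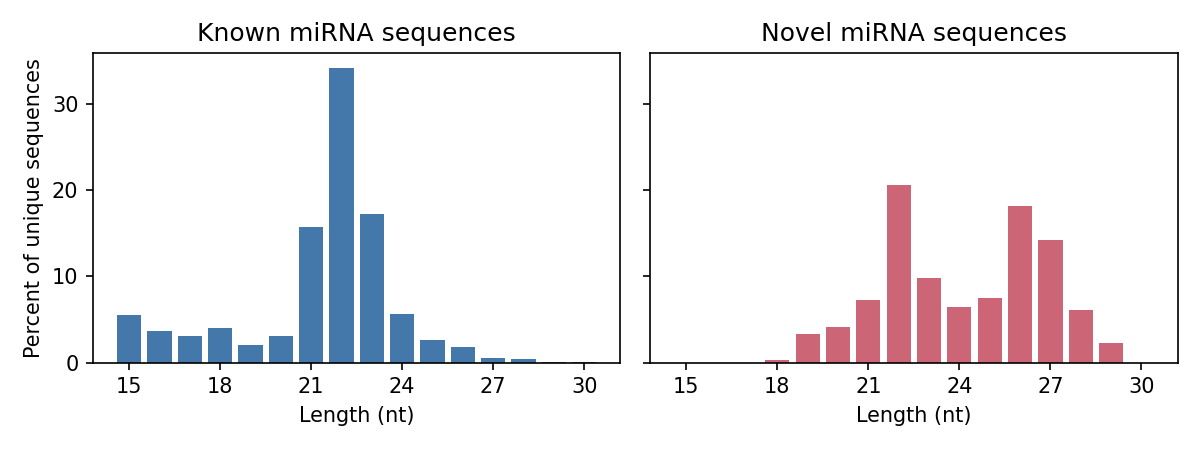
Percent of unique sequences (vertical axis) at each length in nt (horizontal axis) for known miRNAs (left) and predicted miRNAs (right), all 3 libraries together. Known sequences have a median of 22 nt and predicted sequences a median of 24 nt.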

The number of novel miRNAs predicted from our datasets was 306 (Additional file 1: Table S2).

### Identification of differentially expressed miRNAs in eggs of different qualities

A three-way comparison of the miRNAs among the samples indicated that D1PO, D7PO and D14PO eggs shared 392 known and 236 novel miRNAs (Figure 1). A total of 414, 481, and 470 known miRNAs and 243, 298, and 296 novel miRNAs were identified from D1PO, D7PO, and D14PO samples, respectively (Table 2). To identify miRNAs that are related to egg quality, the miRNA reads in D1PO and D14PO samples were quantile normalized and compared. A total of 189 miRNAs showed differential expression between the 2 samples (fold change greater than 3). 

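Among the miRNAs that the paper lists as higher in D14PO, omy-miR-22a-3p differed most, with 6904 normalized reads in D1PO and 285626 in D14PO, a 41.4-fold difference in the paper's Table S3. It had 194666 reads (95% Poisson interval 193802 to 195533) over the 3 libraries and lies in a hairpin on chrUn_27, plus strand, from 10432303 to 10432396. omy-miR-202-5p, of the gonad family, was 11.9-fold higher and omy-miR-130b-5p 16.3-fold higher in D14PO by the paper's values, at 309092 and 1724 reads in the deposited table. The paper's D14PO values of omy-miR-22a-3p and omy-miR-202-5p are above their reads in the deposited table. Among those higher in D1PO, omy-miR-99-5p was 6.02-fold, omy-miR-145-5p 8.34-fold and omy-miR-126-3p 3.20-fold higher by the paper's values, at 39245, 20550 and 33735 reads. The endothelial list of omy-miR-126-3p went both ways by name, with 2 of 6 names over 3-fold higher in D1PO and 1 in D14PO. Besides omy-miR-126-3p, omy-miR-126b-5p was 7.67-fold higher in D1PO, at 3968 reads. The name higher in D14PO, by 6.49-fold, is omy-mir-126a-3p, a 15-nt sequence with no genome position and 16135 reads. The separate entry omy-miR-126a-3p, with 11696 reads, is not in Table S3.
By family, the paper's values were over 3-fold higher in D1PO for 3 of 6 names of the smooth muscle list, with none over 3-fold higher in D14PO. The lists were written before the deposited reads were examined, in a plan that already drew on values of Table S3. The 3 names are omy-miR-145-5p with 20550 reads, omy-mir-143-2-3p with 17, listed at 0 in D14PO, and omy-mir-145-3p with 39. omy-mir-145-3p is a 15-nt sequence with no genome position. The separate entry omy-miR-145-3p, with 11817 reads, is not in Table S3. omy-miR-143-3p, with 2165874 of the list's 2199052 reads, is not in Table S3. Over 3-fold higher in D1PO were also 4 of 32 names of the miR-23/24/27 list, 1 of them listed at 0. For the epithelial list it was 3 of 24, all 3 listed at 0 in D14PO, where it was 57 of 575 over all known names. For the miR-22 list 3 of 5 names were over 3-fold higher in D14PO and none in D1PO, where it was 31 of 575 over all known names. The let-7 list went both ways, with 4 of 27 names higher in D1PO and 2 in D14PO. The 4 are all 3p names, with 35 to 752 reads, and the 2 are omy-let-7e-5p with 173224 reads and omy-let-7j-5p with 4443. Counted at a fold strictly over 3, Table S3 holds 80 miRNAs higher in D1PO and 87 higher in D14PO. Those higher in D1PO had a median of 87.5 reads in the deposited table and those higher in D14PO 329. Of the 80, 21 are listed at 0 in D14PO, and 33 of the 87 share the lowest D1PO value of 5.33. There is no replicate library, so these folds compare 2 libraries. The paper compares them to identify miRNAs related to egg quality, and its methods name a Z-test for this difference. It then took miRNAs with larger folds to RT-qPCR.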

Eighty-eight miRNAs showed higher expression in high quality eggs, while 101 miRNAs displayed higher expression in low quality eggs (Additional file 1: Table S3). Differentially expressed miRNAs with a fold change greater than 10 are shown in Figure 2. 

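The predicted miRNAs that were higher in D14PO by the paper's values were mostly of miRNA size, and those higher in D1PO were mostly longer. Of 56 predicted miRNAs over 3-fold higher in D14PO, 41 had a main sequence of 20 to 24 nt in the deposited table, or 73.2% (95% Clopper-Pearson interval 59.7 to 84.2). Of 23 over 3-fold higher in D1PO it was 6, or 26.1% (10.2 to 48.4), and the median length was 26 nt against 22 nt. Of the 214 predicted miRNAs not in Table S3 it was 47.2%. That share lies below the D14PO interval and within the D1PO interval. omy-miR-nov-49-3p, 30.7-fold higher in D1PO by the paper's values, is the 27-nt sequence GGUCUCCAAGGUGAACAGCCUCUGGCA with 896 reads. Whether the predicted sequences match other annotated RNAs was not examined here. omy-miR-nov-102-3p, 29.7-fold higher in D14PO, is UGAUAUAUUACUGUGACUGUCA with 3455 reads, and omy-miR-nov-102-5p, listed at the same hairpin position, was 21.7-fold higher with 3790 reads.
At a fold over 3, known miRNAs made up 57 of the 80 miRNAs higher in D1PO, or 71.2% (60.0 to 80.8), and predicted miRNAs 56 of the 87 higher in D14PO, or 64.4% (53.4 to 74.4). Among all 880 names of both deposited tables, 65.3% are known and 34.7% predicted. With only main sequences of 20 to 24 nt, a choice made after seeing the data, known miRNAs made up 86.7% of those higher in D1PO. That filter keeps 428 of 575 known and 156 of 305 predicted names, so the known share of all names rises with it too. With at least 50 normalized reads in the higher library the known share was 61.4%, and with genome positions only 62.3%. These 2 filters were also chosen after seeing the data. All predicted sequences have a genome position, so that filter removes only known miRNAs and could not raise the known share.

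**Figure D2:**
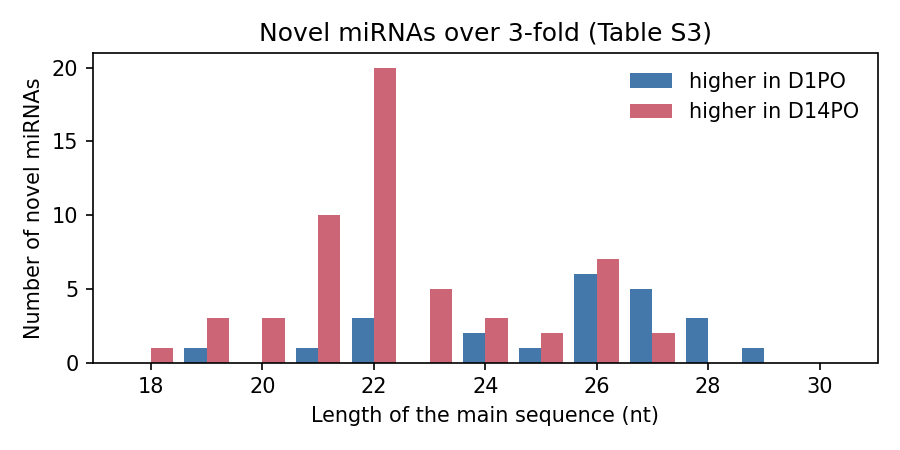
Number of predicted miRNAs (vertical axis) by length of their main sequence in nt (horizontal axis), for those over 3-fold higher in D1PO (blue) and in D14PO (red) in the paper's Table S3. The medians are 26 nt for D1PO and 22 nt for D14PO.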

Interestingly, the majority of the miRNAs highly expressed in D1PO eggs are known miRNAs (70.45%), while majority of the miRNAs with higher expression in D14PO eggs are novel miRNAs (64.36%) (Figure 3).

**Figure 1:**
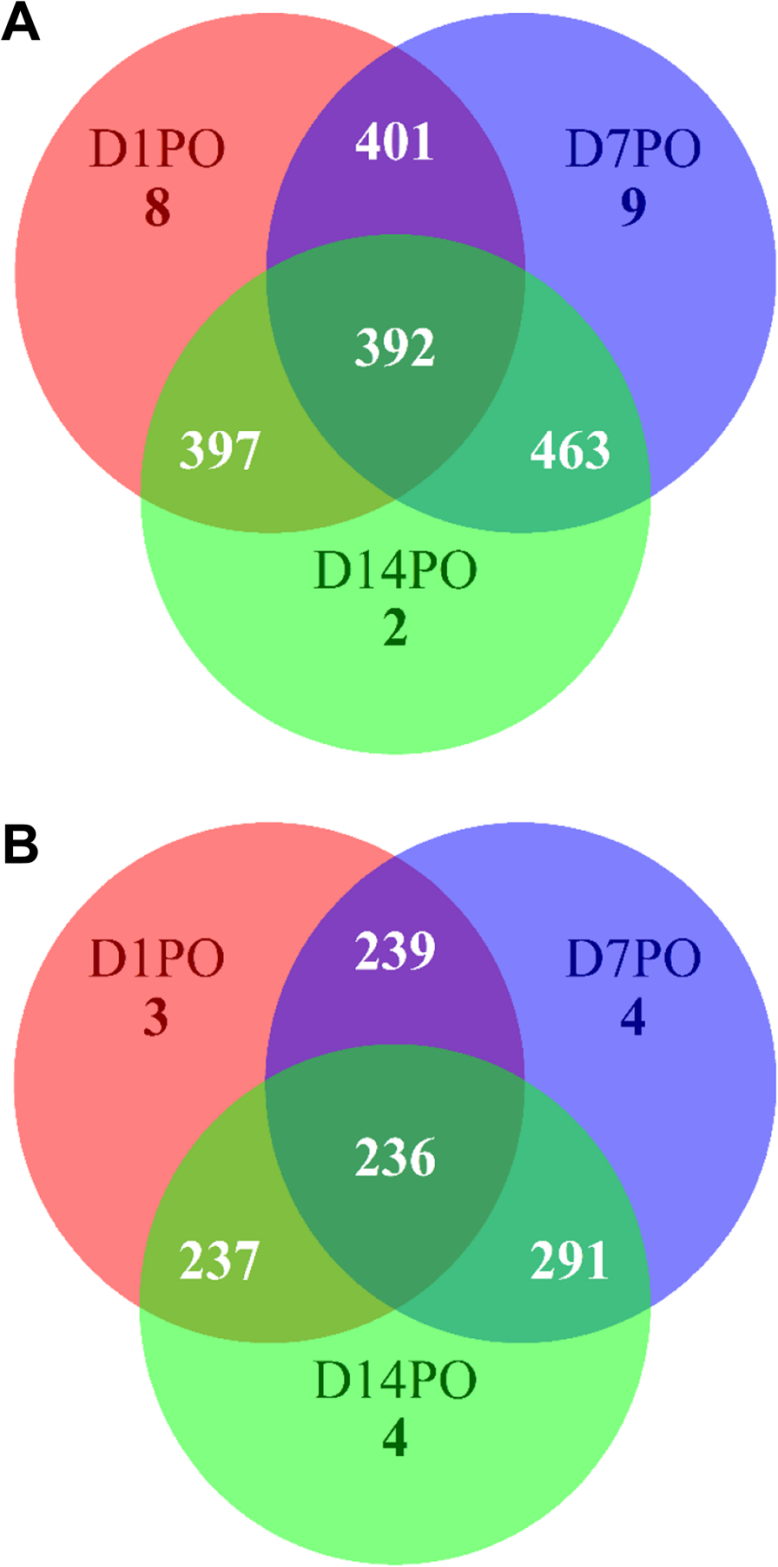
**Three way Venn diagrams showing the number of miRNAs among D1PO, D7PO and D14PO eggs. (A)**. Known miRNAs identified. **(B)**. Novel miRNAs predicted. D1PO, D7PO, and D14PO are day 1, 7, and 14 post-ovulatory eggs, respectively.

**Table 2:** **Number of known and novel miRNAs identified from eggs of different qualities**

**miRNAs**	**D1PO**	**D7PO**	**D14PO**
Known (total)	414	481	470
Novel (total)	243	298	296
Known (specific)	8	9	2
Novel (specific)	3	4	4

**Figure 2:**
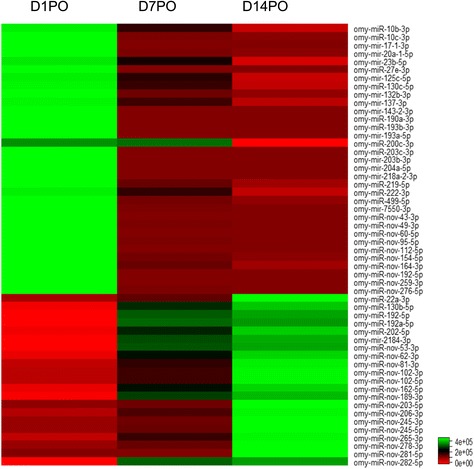
**Expression profiles of miRNAs in eggs of different qualities.** The miRNAs with more than 10 times difference in expression between D1PO and D14PO eggs are shown.

**Figure 3:**
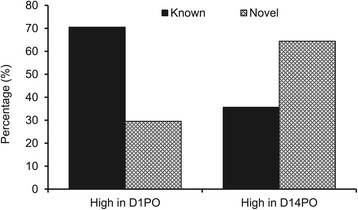
**Percentage of known and novel miRNAs showing higher expression in high quality eggs (D1PO) or low quality eggs (D14PO).**

The differentially expressed miRNAs with a fold change greater than 10 and normalized reads greater than 50 in both samples were subjected to real-time quantitative PCR (RT-qPCR) analysis. 

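Of the 7 miRNAs analysed by RT-qPCR, omy-miR-192a-5p was the most abundant in the deposited table, with 5971 reads over the 3 libraries (95% Poisson interval 5821 to 6124). omy-miR-193b-3p had 3607 reads, omy-miR-499-5p, of a muscle family, 3543, and omy-miR-nov-95-5p 851. The remaining miRNAs were rare, with 146 reads of omy-mir-7550-3p (123 to 172), 110 of omy-miR-203c-3p (90.4 to 132.6) and 23 of omy-miR-nov-112-5p (14.6 to 34.5). In the paper's Table S3, omy-miR-193b-3p was 34.2-fold, omy-miR-nov-95-5p 15.7-fold, omy-miR-499-5p 15.6-fold and omy-mir-7550-3p 11.1-fold higher in D1PO, and omy-miR-192a-5p 15.1-fold higher in D14PO. omy-miR-203c-3p and omy-miR-nov-112-5p are listed at 0 in D14PO, with 276 and 60.2 normalized reads in D1PO. For 5 of the 7, the paper's D1PO value is above the reads of the miRNA in the deposited table.
omy-miR-193b-3p is mainly AACUGGCCCACAAAGUCCCGCU, from a hairpin on chrUn_12, plus strand, from 28388108 to 28388185. omy-miR-499-5p is mainly UUAAGACUUGCAGUGAUGUUU, with 62.7% of its reads, on chrUn_7, minus strand, from 18228415 to 18228495. omy-miR-nov-95-5p is UGACUGUGAUGAACACUUAUCCCG on chrUn_29, minus strand, from 18824338 to 18824430, and omy-miR-nov-112-5p is GCUUCUGUAGAGCAAGUUGAAGAUCA on chr_16, plus strand, from 180602 to 180667. omy-miR-192a-5p is AUGACCUAUGAAUUGACAGCCA on chrUn, plus strand, from 387098631 to 387098746. omy-miR-203c-3p, UUGAACUGUUAAGAACCACUGG, and omy-mir-7550-3p, the 15-nt sequence GAGAUAGCUGGUUCU, have no trout genome position in the table. The table also has an entry omy-miR-7550-3p with other sequences and 1787 reads, and the miRNA was matched here by the sequence of Table S3.

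**Figure D3:**
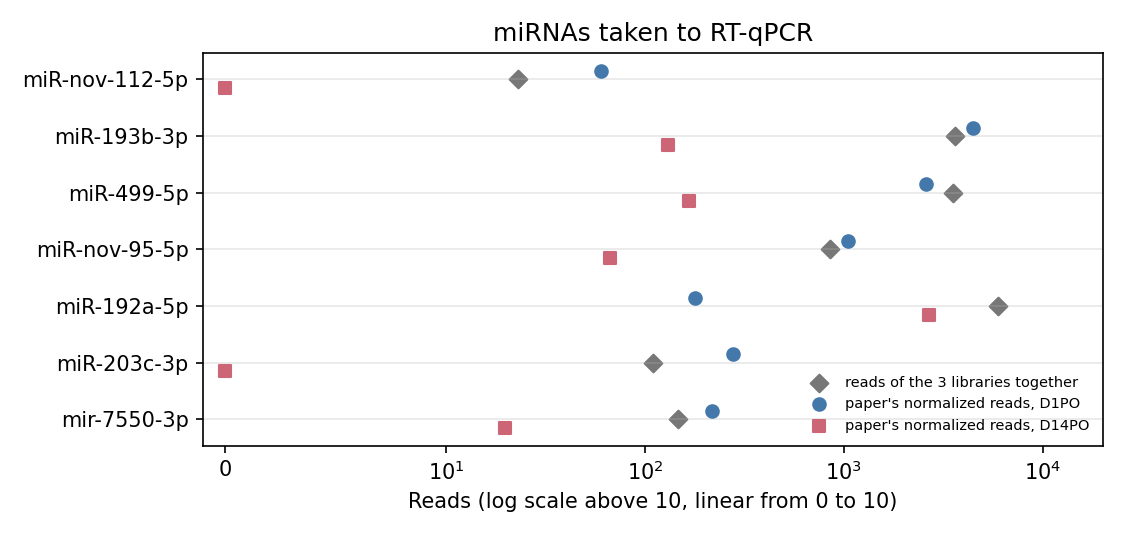
Reads (horizontal axis, log scale above 10) of the 7 miRNAs, with the reads of the 3 libraries together as grey diamonds and the paper's normalized reads in D1PO as blue circles and in D14PO as red squares. The reads together range from 23 for omy-miR-nov-112-5p to 5971 for omy-miR-192a-5p.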

Based on melting curve analysis, we selected 7 miRNAs that showed specific amplifications for further analysis (Additional file 2: Figure S1). Six of the 7 miRNAs that were successfully analyzed by RT-qPCR showed significantly higher expression in D1PO vs. D14PO eggs, which is consistent with the deep sequencing results, although the magnitude of fold changes shown by the two methods was not the same (Figure 4). Of the 6 miRNAs, 4 are known miRNAs (omy-miR-193b-3p, omy-miR-203c-3p, omy-miR-499-5p and omy-miR-7550-3p) and 2 are novel miRNAs (omy-miR-nov-95-5p, omy-miR-nov-112-5p).

**Figure 4:**
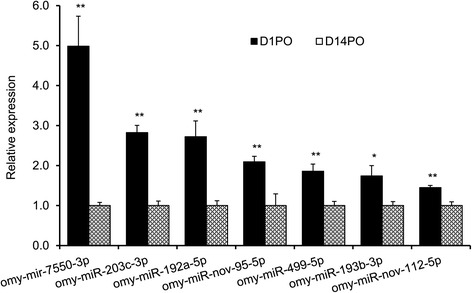
**RT-qPCR validation of differentially expressed miRNAs identified by deep sequencing between D1PO and D14PO eggs.** Data were normalized using β-actin and 18S rRNA. The means of the normalized miRNA expression values (n = 4 pools) were calculated and expressed as relative fold changes. Only omy-miR-192a-5p does not match the sequencing data.

### Analysis of predicted targets of the differentially expressed miRNAs

PITA and miRanda algorithms were used to predict the target genes of the 6 differentially expressed miRNAs that were validated by RT-qPCR analysis, A total of 178 gene entries from gene index database (http://www.animalgenome.org/repository) were predicted, which represent 114 known genes and 23 unknown genes (Additional file 1: Table S3). In addition, when mitochondrial genome was used as a query, a gene encoding cytochrome c oxidase subunit 1 (*COX6B1*) was predicted as the target of omy-miR-nov-95-5p. GO functional enrichment analysis of the target genes was carried out using Blast2GO software [46]. The results indicated that the top three GO terms (second level) in biological process include cellular process, metabolic process, and single organismal process, and the most significant GO terms in molecular function are binding, catalytic activity, and transporter activity (Figure 5). In comparison with the recent transcriptome data in rainbow trout [47], the significantly enriched GO terms are single-organism process and membrane. Interestingly, the GO term of cell death, which is one of the indicators of egg quality, is under the children branches of single-organism process.

**Figure 5:**
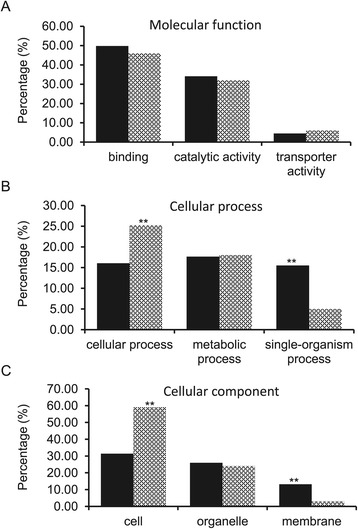
**Top 3 GO terms (second level) of the target genes of 6 miRNAs highly expressed in high quality eggs (D1PO) compared with the same GO terms of whole transcriptome in rainbow trout. (A)** Molecular function. **(B)** Biological process. **(C)** Cellular component. Solid fill bar: Top 3 GO terms of the target genes of 6 differentially expressed miRNAs; Pattern fill bar: the corresponding GO terms analyzed using whole genome transcriptome. ** indicates significant difference at P < 0.001.

GO enrichment analysis using 96,546 rainbow trout unique transcript sequences as the background showed that 23, 23, and 90 GO terms in cellular component, molecular function, and biological process, respectively, are significantly enriched (Adjusted p-value < 0.05) (Additional file 1: Table S5). The genes associated with the significantly enriched GO terms are mainly involved in response to stress and DNA/RNA damage (*RPB4*, *RECQ4A*, *CHD1L*, *WDR61*, and *CNOT1*), cell death and signal transduction (*RASSF5*, *GEM*, *RAB14*, and *CACNA1E*), energy and transcription regulation (*ATP5A1*, *COX6B1*, *CDT1*, *GTF2A2*, *SIX1*, and *GMEB2*).

## Discussion

Using deep sequencing in combination with RT-qPCR, we have identified 6 miRNAs that are associated with egg quality in rainbow trout. These miRNAs could potentially be used as biomarkers for prediction of egg quality in rainbow trout. Our results showed that the numbers of known and novel miRNAs do not show dramatic changes among eggs of different qualities (Table 2), however, most of the highly expressed miRNAs in high quality eggs are known miRNAs and most of the highly expressed miRNAs in low quality eggs are novel miRNAs.

In the study, we used post ovulatory aged eggs with different fertilization rates to identify miRNAs that are associated with egg quality. The D1PO, D7PO and D14PO eggs contained both “good” and “bad” eggs of varying proportions resulting from temporal change of eggs held in the body cavity. Therefore, the miRNAs among these egg samples have only quantitative discrepancy. It is conceivable that identification of evident miRNA expression discrepancy among these samples with varying proportion of “good” and “bad” eggs is challenging, and such difficulties have also been documented in previous studies [25,48]. The SYBR green based RT-qPCR method for miRNA detection has its limitations. As both the universal primer and the miRNA specific primer are fixed, it makes optimization of the assay very difficult. Only 7 miRNAs showed specific amplification based on melting curve analysis and many more did not show specific amplifications, although different annealing temperatures were tried.

Mitochondrion is not only vital in ATP generation and maintenance of cell homeostasis, but also central in the apoptotic signaling pathways [49]. It has been reported that some miRNAs were involved in the regulation of mitochondrion-mediated apoptosis [50,51]. In this study, one of the differentially expressed novel miRNAs, omy-miR-nov-95-5p, was predicted to target mitochondrial gene (*COX6B1*). *COX6B1* is known to catalyze the electron transfer from reduced cytochrome c to oxygen in respiratory chain, and deficiency of cytochrome c oxidase is linked to many human diseases [52]. Therefore, down-regulated expression of omy-miR-nov-95-5p in aged eggs may cause abnormal expression of *COX6B1*, thereby affecting normal mitochondrial respiratory chain and egg quality. In addition, many predicted target genes of omy-miR-nov-95-5p and omy-miR-193b-5p are associated with significantly enriched GO terms, which include cell death, stress response, DNA damage and repair, and RNA degradation. These genes include *RASSF5*, *RPB4*, *RECQ4A*, *CHD1L*, *WDR61*, and *CNOT1*. Abnormal expression of these important genes may also contribute to decreased quality of D14PO eggs. 

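The miR-203 family of the eggs was read mainly as omy-miR-203a-3p, with 19297 reads over the 3 libraries, and omy-miR-203b-3p, with 12224, neither of which is in the paper's Table S3. The members that the paper lists there are rare, omy-miR-203c-3p with 110 reads and omy-mir-203b-3p with 15 (95% Poisson interval 8.40 to 24.7), both listed at 0 in D14PO. omy-miR-449-5p, AGGCAGUGUCUUGUUAGCUGA, had 651 reads (602 to 703) and was 5.30-fold higher in D14PO by the paper's values. Its hairpin lies on chrUn, minus strand, from 168809269 to 168809353, and the hairpin of omy-miR-449a-3p, with 346 reads, lies from 168809850 to 168809918 on the same strand.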

Some of the differentially expressed miRNAs identified in this study, such as miR-449 and miR-203, have been reported to affect cell death and tumor suppression [53,54], but the other differentially expressed miRNAs have not been characterized with regard to their functions. Therefore, a comprehensive study of these miRNAs and their target genes would help understanding the factors contributing to egg quality.

Many factors can affect miRNA expression [41,55]. In rainbow trout, the eggs kept in the cavity for extended time are associated with reduced levels of *IGF I* and *IGF II*, and increased levels of *KRT8*, *CTSZ* and other transcripts [25,48]. Increased activities of *GOT1*, *ACPP*, *LVII* fragments and others biomolecules in the coelomic fluid have also been shown to be related to egg quality [22,26]. In addition, the levels of 17α 20β-P and 17α-OH-P in blood vary significantly before and after ovulation [21]. It is not known if these changes may directly or indirectly affect miRNA expression, leading to the changes in target gene expression. Furthermore, some miRNAs have regulatory roles in controlling other miRNAs [56]. Therefore, in order to understand the mechanisms underlying the changes in egg quality such as those associated with post-ovulation aging in rainbow trout, it would be important to systematically study the interaction networks among physiological and environmental factors affecting egg quality, the miRNAs and their target genes.

## Conclusions

This study identified 6 differentially expressed miRNAs that are associated with egg quality in rainbow trout. Further characterization of these miRNAs, especially the novel ones, and their target genes may provide valuable information on the roles of these miRNAs in controlling egg quality, and ultimately lead to the development of novel biomarkers for evaluation of egg quality in rainbow trout.

## Methods

### Ethics statement

All experiments were conducted under a protocol approved by the USDA/ARS National Center for Cool and Cold Water Aquaculture Institutional Animal Care and Use Committee (protocol #70).

### Sample collection and determination of fertilization rate

Samples from commercial populations of Troutlodge Inc. (Sumner, WA) were reared for at least two generations using commercial trout feed under the temperature of 12.0-12.5°C in treated spring water recirculating partially in the National Center for Cool and Cold Water Aquaculture (Kearneysville, WV). The fish were checked daily for ovulation as described previously [57]. Eggs were collected from 32 females on day 1, day 7, and day 14 post-ovulation (D1PO, D7PO, and D14PO) as described previously [57,58]. The eggs for RNA isolation were placed in microcentrifuge tubes and frozen in liquid nitrogen after removal of coelomic fluid, and then stored in −80°C freezer until extraction of RNA.

Eggs fertilized using pooled milt from at least three males were placed in Davidson’s solution for microscopic analysis to determine fertilization rate. Fertilization rate was based on cleavage evaluation of 50 embryos per group as described previously [57,58]. The fertilization rates for D1PO, D7PO, and D14PO were 91.8%, 73.4% and less than 50%, respectively.

### Sequencing and analysis of egg miRNAs

Total RNA from the eggs was isolated using Trizol reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions followed by additional purification steps with lithium chloride precipitation. The RNA integrity was evaluated by gel electrophoresis, and the RNA purity was checked by the ratio of OD_260_/OD_280_. The RNAs isolated from eggs of different females were pooled, and the pooled RNAs were used for sequencing of miRNAs, which was performed on an Illumina GAIIx by LC Sciences (Huston, TX) as described previously [45]. The software package, ACGT101-miR v3.5 from LC Sciences (Houston, TX), was used for analyzing the sequencing data. Sequences with low resolution, copy number less than 10, length shorter than 15 nt or longer than 26 nt, adapter sequences, junk sequences, and simple sequence were filtered out. In addition, the sequences mapped to the databases of mRNA (ftp://ftp.ncbi.nih.gov/genomes/D_rerio/RNA/Gnomon_mRNA.fsa.gz), Rfam (http://rfam.janelia.org) and Repbase (http://www.girinst.org/repbase) were also removed. The remaining sequences were used to BLAST against all miRNAs in the miRBase database (release 21) to identify known miRNAs (less than 2 mismatches in the first 18 nt or E-values equal or smaller than 0.01) [59,60]. The sequences that did not match known miRNAs were mapped to the rainbow trout genome [61] to identify potentially novel miRNAs. Novel miRNAs were predicted if the extended sequences (~60 nt in both directions) at the aligned positions have the propensity to form hairpin structures as analyzed using RNAfold program.

The reads for each miRNA (either known or novel) were aligned by Clustal analysis using CLC Genome Workbench (CLC bio, MA). Quantile normalization in Limma package was used to normalize the miRNA reads [62]. The difference in miRNA expression between high quality egg (D1PO) and low quality egg (D14PO) was evaluated by Z-test [63].

### RT-qPCR analysis of miRNA expression

Two μg of DNase-treated RNAs (4 pools from D1PO or D7PO or D14PO eggs) were converted to cDNA using miScript reverse transcriptase mix (Qiagen, Valencia, CA). The cDNA samples were used for RT-qPCR quantification and melting curve analysis of miRNAs using miRNA specific primers (Additional file 1: Table S6) in combination with the miScript universal primer (Qiagen, Valencia, CA). Rainbow trout β-actin and 18S rRNA genes were used as endogenous controls. RT-qPCR was performed in duplicate for each cDNA on a Bio-Rad CFX96 system. The iQ™ SYBR Green Supermix (Bio-Rad, Hercules, CA) was used in 20 μl reaction volumes containing 100 nM of each primer and 5 μl of 1:150 diluted cDNA. Cycling parameters were 95°C for 3 min followed by 40 cycles of 95°C for 10 sec and 50 to 62°C for 1 min. Melting curve analyses were programmed following the amplifications. Standard curves for all miRNAs and the endogenous controls were constructed using a serial dilution of a pooled cDNA sample. For each sample, the quantity of the specific miRNAs and the reference genes was determined from respective standard curves. The mean quantity of the specific miRNAs was then divided by the geometric mean of the 2 reference genes to obtain a normalized value. Mean differences in expression levels were reported as relative fold changes using the lower expression value as a calibrator. Differences in miRNA expression were determined by one-way analysis of variance (ANOVA) using R software.

### Identification of miRNA targets via computational analysis

Two miRNA target prediction algorithms, miRanda (http://www.microrna.org/microrna/home.do) [64] and PITA (http://genie.weizmann.ac.il/pubs/mir07/mir07_exe.html) [65] were used to identify the target genes of the egg quality related miRNAs. Sequences of 15,387 3’UTRs and 14,788 coding regions fetched from rainbow trout transcripts as described previously [45] were used in the analysis. The rainbow trout mitochondrial genome sequence (L29771) was downloaded from the GenBank database [66]. The thresholds of miRanda for candidate target sites were paring score S ≥ 150 and energy score ΔG ≤ −18 kcal/mol, where S is the sum of single-residue-pair match scores over the alignment trace and ΔG is the free energy of duplex formation from a completely dissociated state which was calculated using the Vienna package [64]. The score ΔΔG ≤ −15.0 was used for PITA [67].

### Gene ontology analysis

The online software blast2go (http://www.blast2go.com) was used to analyze the target genes of differentially expressed miRNAs. Enrichment of the gene ontology (GO) terms was tested using hypergeometric function as described earlier [68], and the 96,546 rainbow trout unique transcript sequences (http://www.animalgenome.org/repository/aquaculture) were used as background. Adjusted p-values by Benjamini and Hochberg false discovery rate (FDR) method were used to determine significance of GO enrichment.

## Additional files

Additional file 1: Table S1. Known miRNAs identified from rainbow trout eggs of different quality. **Table S2.** Novel miRNAs predicted from rainbow trout eggs of different quality. **Table S3.** Differentially expressed miRNAs in D1PO vs. D14PO eggs (fold change greater than 3). **Table S4.** The predicted target genes of 6 differentially expressed miRNAs between D1PO and D14PO eggs validated by RT-qPCR analysis. **Table S5.** Target genes associated with siginificamtly enriched GO terms. Table S6 Primers used to validate differentially expressed miRNAs. Additional file 2: Figure S1. Melt peak charts of 7 miRNAs showing specific amplifications in RT-qPCR analysis. β-actin and 18S rRNA are endogenous control genes.

## Abbreviations

miRNA: microRNA
RT-qPCR: Real-time quantitative PCR
D1PO: One day post ovulation
ANOVA: Analysis of variance
GO: Gene ontology
3′UTR: 3′untranslated region

How the deposited data were processed for this re-analysis (not part of the article)

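Small RNA of rainbow trout eggs at 1, 7 and 14 days after ovulation was sequenced by the authors as 1 pooled library per age. The deposited values are counts that the authors made by removing low-quality, low-copy and adapter sequences and matches to mRNA, other RNA families and repeats, comparing the rest with miRBase for known miRNAs, and predicting further miRNAs, named nov, where the genome around a sequence can form a hairpin. The authors gave 1 number of reads for each unique sequence under a column that names no library, so the deposited counts carry no value for a single age. They were taken as sums over the 3 libraries, which the sources used here do not state, and the intervals hold only if they are such counts. The genome build behind the hairpin positions is not given in the sources used here. The paper's methods state that sequences over 26 nt were removed, while the tables hold sequences of up to 30 nt.

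From the counts, reads were summed by name and by study number, the most abundant sequence of a name was taken as its main sequence, and exact Poisson intervals for reads and Clopper-Pearson intervals for shares were computed at 95%. They cover counting error only. The tests planned before the deposited reads were examined assumed counts for each library. Normalization of the libraries, folds with counting intervals, the place of D7PO between the other ages, percentiles of miRNA lists among random lists and counts at equal depth were therefore not run, and matching to other annotated RNAs was not run for want of their sequences here. Values of D1PO and D14PO were taken from the paper's Table S3, which holds 189 miRNAs with quantile-normalized reads, and joined to the deposited tables by sequence and by name. Counts at a fold over 3 are recounts of the paper's values. No p-value is given, because there are no replicates and miRNAs are not replicates.

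The 23 family lists were fixed before the deposited reads were examined, in a plan that already drew on values of Table S3. They match known miRNAs by family number. The miRNAs named are those the paper names, those with the largest folds in Table S3 at 50 or more normalized reads, the most abundant and up to 4 members of each list, chosen as examples from these. The values of Table S3 had been seen when that rule was written, and the most abundant miRNAs were taken over the 3 libraries together. Pairs of near-identical sequences were sought among known miRNAs of Table S3 over at least 18 nt with at most 2 mismatches, counted from the 5′ end over the shorter sequence. The sequences printed in Table S3 were used, which are not always the main sequence of the name. The intervals and the sequence functions were tested on simulated data. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.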

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

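The tests in this part were chosen after the values were seen. Sequences placed by miRBase alone, with no trout genome position, held 162964 reads or 2.12% of the reads of known miRNAs, which the paper does not describe. They include 2 of the miRNAs taken to RT-qPCR, omy-miR-203c-3p and omy-mir-7550-3p. Of 131 known sequences under 18 nt, 18.3% had a genome position. Sequences longer than 26 nt, the limit stated in the methods, held 48094 reads, 45026 of them in 81 sequences of predicted miRNAs.

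For 45 of the 189 miRNAs of Table S3, the paper's normalized reads in the higher library exceed the reads of that name in the deposited tables, as for omy-miR-203c-3p with 276 against 110 reads. Reads of other sequence variants do not account for this, since 41 remained above after all sequences of the study number were summed. Scaling by library depth does not account for it either, since bringing the mappable reads to their mean would raise D1PO by 1.11 times, and 35 of the miRNAs higher in D1PO lay further above, 24 of them beyond the upper counting limit of their reads. The excess was seen for 42 of 88 miRNAs higher in D1PO and 3 of 101 higher in D14PO, while D1PO had 2.01 times the miRBase reads of D14PO in the paper's Table 1. Quantile normalization by rank cannot be told apart from a deposited number that is not the sum over the 3 libraries, because counts of single libraries were not analysed here.

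The predicted miRNAs over 3-fold higher in D1PO were longer than those higher in D14PO. Of the 16 of at least 25 nt higher in D1PO, 62.5% began with U (95% interval 35.4 to 84.8), against 55.1% of predicted sequences of 20 to 24 nt and 84.7% of all predicted sequences of at least 25 nt. For the 11 of at least 25 nt higher in D14PO it was 90.9% (58.7 to 99.8). Fragments with no preferred first base would be near the 26.9% of U at the other positions of the 16, below their lower limit of 35.4%. Whether the 16 are piRNA-like sequences, which mostly begin with U, cannot be told apart from the predicted miRNAs of usual size at 62.5% of 16 sequences. A change with egg age stays open and untested, with 1 library per age.

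omy-miR-499-5p and omy-miR-499a-5p differ by C11U, counted from the 5′ end of omy-miR-499-5p, and differed in opposite directions in Table S3, the first 15.6-fold higher in D1PO and the second 5.71-fold higher in D14PO. Normalization by rank keeps the order within a library, while omy-miR-499a-5p had 698 normalized reads in D1PO, below the 2581 of omy-miR-499-5p, and 3986 in D14PO, above its 165.7. The paper also reports omy-miR-499-5p as higher in D1PO by RT-qPCR in Figure 4, while no such value of omy-miR-499a-5p was analysed here, so reads shared between the 2 sequences and a difference of the pair with egg age or between the pooled females stay open, as untested. Of 7 such pairs in Table S3, compared from the 5′ end over the shorter sequence, 2 went opposite ways, the other being omy-miR-21-3p and omy-miR-21a-3p, with omy-miR-21a-3p at the lowest D1PO value of 5.33. The remaining 5 went the same way, among them omy-miR-23a-3p with omy-miR-23b-3p in D1PO and omy-miR-192-5p with omy-miR-192a-5p in D14PO. Figure 4 of the paper states, however, that omy-miR-192a-5p by RT-qPCR did not match the sequencing. Of the 9924 reads of omy-miR-192-5p, 9878 are a 21-nt sequence with which omy-miR-192a-5p begins, so these 2 names are not independent. The pairs compare the sequences printed in Table S3, which for some names hold few of the reads. They hold 10 reads for omy-miR-192-5p, 37 of 4443 for omy-let-7j-5p, 20 of 1095 for omy-miR-22-3p and 43 of 1050 for omy-mir-214-3p. The normalized reads were read here by name, so the count of same and opposite pairs describes the printed sequences only.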

How the results depend on the processing

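Alternatives on genome position, length, floor values and reads were added after seeing the data, and so was the fold over 2.5 for lengths. Of 96 alternatives planned, 88 were not run, because they need counts of each library (other normalizations, read filters on D1PO and D14PO, counting intervals of ratios, thinning to equal depth, the most abundant sequence of each name per library) or folds below those Table S3 lists (a fold over 2). The 8 planned ones that ran say little on stability. A minimum of 10 reads removes no entry, since no sequence has fewer, and a fold over 2.5 returns all of Table S3, whose smallest fold is 2.53, with 88 and 101 miRNAs. Counting each name as listed gave 575 known and 305 predicted miRNAs, against 496 and 306. With at least 50 reads of the name in the deposited tables, 53 miRNAs were over 3-fold higher in D1PO and 32 over 10-fold in either direction, against 80 and 51. Without values of 0 or the lowest D1PO value, 54 were over 3-fold higher in D14PO and 21 over 10-fold, against 87 and 51. With main sequences of 20 to 24 nt only, 45 were over 3-fold higher in D1PO, of which 86.7% were known. That filter keeps 428 of 575 known and 156 of 305 predicted names, so the known share of all names rises with it too. With genome positions only, 75.7% of those higher in D14PO were predicted miRNAs, against 64.4%. All predicted sequences have a genome position, so this filter removes only known miRNAs and could not lower that share. For the other filters, the cause was not tested beyond the removal of the entries. The other 41 of 48 alternatives run, including those that could remove nothing, stayed within 1.5 times of a count or within the interval of a percent. No paired analysis was possible because each age has 1 library.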

Differences from the paper's values

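Of the counts and shares of miRNAs set beside the paper's, none was over 1.5 times above or below it. They are recounts of the study's own numbering and of Table S3, so their closeness was largely fixed in advance. The RT-qPCR criterion below was not among them. Table S3 is described as holding folds greater than 3, and 22 of its 189 miRNAs have a fold of 3 or less, down to 2.53. At a fold strictly over 3 it holds 80 and 87 miRNAs, where the paper's counts are 88 and 101. A fold over 2.5 lies below every listed fold and returns all rows, 88 and 101, so this match was fixed in advance. It was planned before the deposited reads were examined, when values of Table S3 were already known. The paper states that miRNAs over 10-fold with over 50 normalized reads in both libraries went to RT-qPCR. By Table S3, 4 of the 7 meet both criteria and 3 do not, omy-miR-203c-3p and omy-miR-nov-112-5p at 0 and omy-mir-7550-3p at 19.7 normalized reads in D14PO. The methods state a maximum length of 26 nt, and the deposited tables hold 94 longer sequences. The paper writes omy-miR-7550-3p for the sequence that the tables name omy-mir-7550-3p. Reads of known miRNAs in the deposited table are 1.15 times the sum of the paper's reads mapped to miRBase, 7684127 against 6671892.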

Other observations

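The sequence matches, the shared hairpin and the count of miRNAs over 10-fold in this part were looked for after the data were seen. Muscle miRNAs were abundant in the deposited tables, with 5.38% of all reads over 19 names, and the smooth muscle list of 6 names held 27.4%, mostly omy-miR-143-3p. The blood list of 10 names held 2.25%, and 1 of them was over 3-fold different by the paper's values. Of 8 names of the gut and kidney list, 3 were over 3-fold higher in D14PO by the paper's values and none in D1PO. They are omy-mir-194a-3p, at the lowest D1PO value, omy-miR-192-5p and omy-miR-192a-5p. The sequence that Table S3 prints for omy-miR-192-5p has 10 of its 9924 reads. Over the shorter length it differs from omy-miR-192a-5p by U22A, counted from the 5′ end. The main sequence of omy-miR-192-5p, of 21 nt with 9878 reads, is the start of omy-miR-192a-5p. The paper reports that omy-miR-192a-5p by RT-qPCR did not match the sequencing (Figure 4). None of 13 names of the miR-181 list and neither name of the liver list is in Table S3. omy-miR-nov-50-3p, ACUCGCUGAACAAUGAAUGCA, has the same hairpin position as omy-mir-181b-2-3p, CUCGCUGAACAAUGAAUGCAA, on chrUn, plus strand, from 593150662 to 593150746, and is 6.30-fold higher in D14PO by the paper's values.

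omy-miR-203c-3p, which has no trout genome position, is complementary over 20 nt to omy-miR-203a-5p, AGUGGUUCUUAACAGUUCAACA, which has one and was read 382 times in that form. Over 10-fold with over 50 normalized reads in both libraries, Table S3 holds 11 miRNAs, 3 higher in D1PO and 8 higher in D14PO.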
